A study of Homo sapiens with 6 samples. Its data were reported in "TRIM40 is a pathogenic driver of inflammatory bowel disease subverting intestinal barrier integrity" (2023).

How the data were processed

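Total RNA of HT-29 cells was measured on 6 Affymetrix GeneChip Human Gene 2.0 ST arrays, 3 of mock cells and 3 of TRIM40-overexpressing cells. The values deposited for each array are RMA values on the log2 scale. The labels name RMA, and its version, its settings and whether the arrays were summarised together are not given in the sources used here. The authors also deposited 3 workbooks, 1 per experiment, that list probe sets with both log2 values and a signed fold score of TRIM40 over mock. Checked against the value table, the workbooks held exactly the probe sets at least 1.5-fold apart, with 0 missing, 0 below that size and 0 values that differed. The enrichment tables deposited with them give the number of listed genes per GO or KEGG term and an adjusted p-value by the authors, whose tool is not named in the files, and these were copied as they stand.

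The labels number the arrays of each group, and the study ran its arrays as independent experiments, so arrays of the same number were taken as 1 experiment. This pairing was checked on the values after subtracting the group mean. A mock array correlated with the TRIM40 array of its own number at 0.695, 0.740 and 0.797, and with no other above -0.146. Subtracting the mean of so few arrays makes the other correlations negative on average once that of the same number is positive. Only the values of the same number therefore bear on the pairing. Whether each experiment used newly made cell lines is not given in the sources used here, so the p-values measure the spread between these experiments. A difference between the mock and TRIM40 lines other than TRIM40 itself, such as passage, was not separable from TRIM40.

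Names came from the workbooks alone, because no annotation table of the array was used here. Of 4848 listed probe sets 2622 had a symbol, 82 were named through their RefSeq accession and 8 through their description, and 2136 had none. The other 39781 probe sets are named nowhere. Probe sets with identical values (1000 repeated another) were counted once, and of the probe sets of a named gene, among them the 8 of TRIM40, the one with the highest mean was kept, which gave 43576 genes and unnamed probe sets. The plan was to test genes with a symbol, but a symbol exists only for probe sets chosen by their difference, so the test was run over all 43576 and the plan as written is given as an alternative. Positions are those of the files, whose build is not named. Of 516 descriptions that give a GRCh38 position, 9 equal the position columns.

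Differences were tested in R 4.3.3 with limma 3.58.1, with the experiment as a block, a constant eBayes prior and Benjamini-Hochberg adjustment at 0.05. The 30 gene lists, the tests and most alternatives were fixed before the data were examined. The exception was the set of genes in the main limma test, which departed from the plan as described above. Lists with at least 5 named members were tested among the 2587 named genes with limma's camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, and were adjusted over the lists. For a count adjusted over the list alone, unnamed members counted as tests. Because a member is named only where it differed at least 1.5-fold somewhere, the median of a list overstates that of all its members, most in the experiment through which they carry a name. Medians per experiment were ranked among 10000 random lists of named genes matched on level in 10 bins. Genes at least 1.5-fold apart in the same direction in each experiment were counted, and counted again with the sign of an experiment turned. Shares of recurring directions carry exact Clopper-Pearson intervals at 95%.

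Genes named in the text follow a rule fixed at the same time: TRIM40, the 14 largest rises and 8 largest falls past the test (or, with fewer than 5, the largest at least 1.5-fold in each experiment), up to 3 members of each list with the smallest p, and a set of always-named genes. Others, such as MX1, OAS2, MCM3, MCM6, WARS, HERC5 and the genes at least 1.5-fold higher in each experiment, were picked after their values were seen.

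The model was tested on simulated data over 43576 genes and probe sets with 200 changed by known folds. It recovered 36 of 50 at 2-fold (72%), 99 of 100 at 4-fold (99%) and 50 of 50 at 8-fold, with 6 false calls among 191. Each simulated change had the same size in every experiment. In the real data OAS2 was 4.93, 2.84 and 3.94 higher in experiments 1, 2 and 3 and missed the limma test. The recovered shares may therefore be lower for changes whose size varies between experiments, or where fewer genes change. In simulated lists over 2587 genes, camera called the 1 shifted list with either correlation and 0 of 10 unshifted lists. The genes were simulated as independent, whereas the estimated correlation within the tested lists ran from 0.13 to 0.92. The simulation therefore cannot show how the preset correlation performs on the real lists.

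Alternatives left out the block or an experiment, used quantile normalization or median centring, left out the lowest 40% of levels, averaged the probe sets of a gene, used a trended and robust prior, limma's treat against 1.2-fold, the methods' test, the workbook values or a 2-fold limit. The methods' test is the unpaired two-tailed t test of the paper's general statistics. It ignores the pairing by experiment, and the paper does not say that it was used on the arrays. Added after the data were examined were no merging of probe sets and the correlation without interferon-stimulated genes. Named genes alone, also given as an alternative, are the plan as written. The workbook sheets that repeat values per term were not used. A few of the planned genes and lists are not reported here.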

Results

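HT-29 cells, a human colon cancer line, carried either a control vector (mock) or a stable construct for Myc-tagged TRIM40, an E3 ubiquitin ligase of the tripartite motif family. Their total RNA was hybridised to Affymetrix GeneChip Human Gene 2.0 ST arrays. The series held 6 arrays from 3 independent experiments, each with 1 array of mock cells and 1 of TRIM40 cells. Every array gave a log2 RMA value for 44629 probe sets, with 0 values missing. The median value of an array lay between 3.57 and 4.10, and single values ran from 0.68 to 13.54. A probe set carried a name in the files only where it differed at least 1.5-fold within an experiment, which left 2587 named genes and 40989 probe sets without a name. The number of arrays, 3 per group, limited the precision of every difference.

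The first comparison asked whether the TRIM40 arrays carried the introduced transcript. TRIM40 (probe set 17006197, chromosome 6, 30103885 to 30116512 on the plus strand, band 6p22.1, in a genome build that the files do not name) lay at 5.93 ± 0.03 in mock cells and at 10.49 ± 0.13 in TRIM40 cells (log2, mean ± SD, n = 3). It rose by 4.46, 4.47 and 4.74 in experiments 1, 2 and 3. In mock cells it ranked 7953, 10673 and 10222 from the top of the array, and in TRIM40 cells 137, 285 and 244. The mean difference was 4.56 (SE 0.11, adjusted p = 0.000249 in limma with the experiment as a block). Without experiment 1, 2 or 3 the difference was 4.61, 4.60 and 4.47, and the adjusted p in limma was 0.0608, 0.113 and 0.199, with a range of 2.55e-54 to 0.199 over all alternatives.

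The second comparison asked which other transcripts differed between TRIM40 and mock cells. Genes that type I interferon induces were higher in TRIM40 cells. IFI6, an interferon-induced gene, rose from 7.09 ± 0.80 to 10.93 ± 0.40 (log2, mean ± SD, n = 3), a difference of 3.84 (SE 0.28). IFIT1, whose product binds foreign RNA, rose by 2.76 (SE 0.20), and IFI27 rose by 2.59 (SE 0.13). OAS1, an RNA sensor that makes the activator of RNase L, rose by 2.14 (SE 0.17), and IRF9, the DNA-binding subunit of the interferon-responsive ISGF3 complex, rose by 1.39 (SE 0.11). XAF1 (2.58), DDX60 (2.39), PARP9 (2.19), IFIT5 (2.18) and SAMD9 (1.74) rose as well, so that 10 of the 12 genes past the test were on the list of interferon-stimulated genes. The others were TRIM40 and OR2M7, an olfactory receptor gene on chromosome 1, which rose from 2.18 ± 0.29 to 4.11 ± 0.27 and whose mean level of 3.14 lay in the lowest 40% of all levels.

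**Figure D1:**
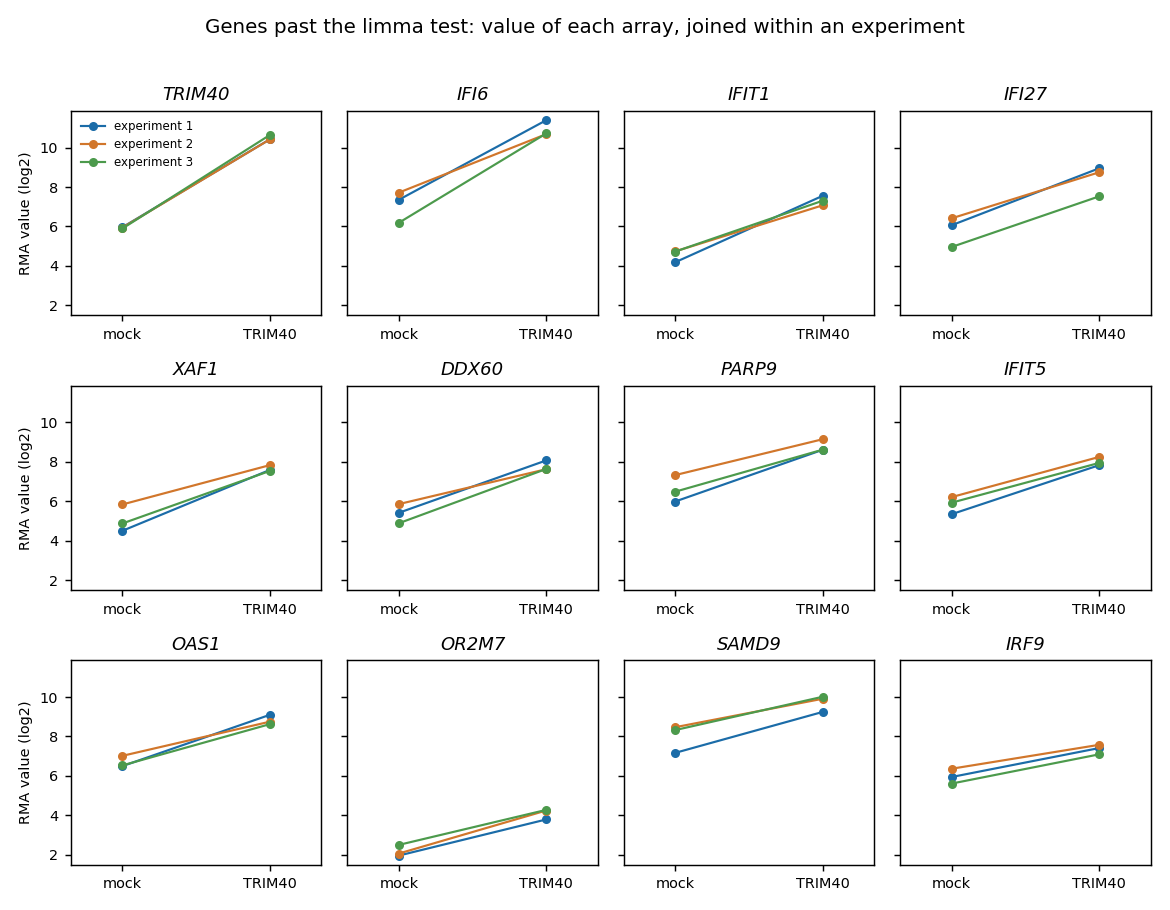
RMA value (log2, vertical axis) of each mock and TRIM40 array for the 12 genes past the limma test, with a line joining both arrays of an experiment. TRIM40 moved from 5.93 to 10.49 on average, IFI6 from 7.09 to 10.93 and OR2M7 from 2.18 to 4.11.

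Several central interferon-pathway genes lay just outside the threshold. OAS2 was 3.90 higher (SE 0.35, adjusted p = 0.0567), and MX1, a dynamin-like antiviral GTPase, was 2.83 higher (SE 0.25, adjusted p = 0.0548). DDX58, which encodes the RNA sensor RIG-I, was 2.02 higher (SE 0.20, adjusted p = 0.0608). The largest differences downward that were at least 1.5-fold in each experiment also missed the test. They belonged to a probe set for the small nucleolar RNA SNORA31 (17087631, -1.04, adjusted p = 0.0835), a non-coding transcript (16734670, -0.80, adjusted p = 0.212), BAGE4 (-0.78, adjusted p = 0.217), a long intergenic transcript (16893941, -0.72, adjusted p = 0.236) and the histone gene HIST1H2BI (-0.70, adjusted p = 0.274). BAGE4 lay at 3.09 in mock and 2.31 in TRIM40 cells, within the lowest 40% of levels (under 3.39). With that class left out, 3 downward differences of this size in each experiment remained.

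The test was limma over 43576 genes and unnamed probe sets with the experiment as a block and Benjamini-Hochberg adjustment at 0.05. By this test 12 genes rose and 0 fell, while at an unadjusted p under 0.05 there were 1522 differences upward and 1322 downward. Of the other tools, limma with a trended and robust prior counted 82 up and 4 down, and limma against a minimum change of 1.2-fold 6 up and 0 down. An unpaired t test, which ignores the pairing and is not the study's selection on its arrays, counted 1 up and 0 down after adjustment and 160 up and 116 down before it. Leaving out experiment 1, 2 or 3 left 0 genes past the limma test each time. Over the named genes alone, the set of the plan as written, the same model counted 68 up and 0 down, but those genes carry names because they differed at least 1.5-fold somewhere.

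The third comparison asked which gene groups moved, over 30 lists fixed in advance. Of 92 interferon-stimulated genes, 77 were named in the files, and of these 10 rose, 0 fell and 67 did not pass over all genes tested. Adjusted over the list alone, 75 were higher and 0 lower. In all 3 experiments 75 were higher, and 49 were at least 1.5-fold higher in each. The exceptions were WARS and HERC5, at -0.08 and -0.05 in experiment 2. The median difference of the list was 1.47 in experiment 1, 0.87 in experiment 2 and 1.05 in experiment 3, above that of all 10000 random lists of named genes matched on level. The difference was largest in experiment 1 for 66 of the 77 genes, and for 56 of the 67 that carry a name through experiment 2 or 3. Camera, which compares a list with the other named genes, gave an adjusted p of 5.71e-112 with a preset correlation of 0.01 and an adjusted p of 0.285 with an estimated correlation. The list is not independent evidence, because it was written with knowledge that the study describes interferon-stimulated genes on these arrays.

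The named sensors of foreign nucleic acid and the named genes of class I antigen presentation were higher in TRIM40 cells in each experiment. No single member passed over all genes tested, and the members without a name were not seen. Of the 20 sensing genes 5 were named (ADAR, DDX58, DHX58, IFIH1 and TLR3, of which 4 are also on the interferon list), and adjusted over the list alone all 5 were higher. IFIH1, which encodes MDA5, was 2.43 higher and TLR3 1.10 higher. The median of the list was 1.28, 0.89 and 1.12 in experiments 1, 2 and 3 (percentile 99.2, 99.5 and 99.4 among random lists), with an adjusted p of 7.78e-11 by camera and an adjusted p of 0.285 with an estimated correlation. Of the 20 class I genes 10 were named, each past 1.5-fold in experiment 1 and higher in all 3 experiments, 0 passed over all genes tested and 8 were higher when adjusted over the list alone. TAP1, a subunit of the peptide transporter, was 1.26 higher and the immunoproteasome subunit PSMB9 0.80 higher. Their median was 0.89, 0.34 and 0.43 (percentile 99.7, 95.7 and 72.3 among random lists, so that in experiment 3 it was no larger than in many of them), with an adjusted p of 0.00013 by camera and an adjusted p of 0.429 with an estimated correlation. Of the 39 other TRIM genes 5 were named, all of them on the interferon list too. Over all genes tested 0 passed, 3 were higher when adjusted over the list alone (TRIM14, TRIM21 and TRIM25), and camera gave an adjusted p of 0.0103, or 0.0637 without experiment 1 and an adjusted p of 0.429 with an estimated correlation.

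The named inflammatory and stress genes were partly higher in TRIM40 cells, with no gene past the test over all genes. Of 36 NF-kB and inflammatory targets 13 were named, 0 passed over all genes tested, 3 were higher when adjusted over the list alone, and the median was 0.91, 0.23 and 0.21 in experiments 1, 2 and 3 (percentile 99.99, 96.2 and 64.0 among random lists). BIRC3, an inhibitor of apoptosis, was 1.05 higher, complement factor CFB 0.88 higher and the neutrophil chemokine CXCL1 1.11 higher. Of 23 genes of the unfolded protein response 7 were named, 0 passed either way, and the median was 0.94, 0.18 and 0.34 (percentile 99.2, 67.8 and 53.4), with ATF3 0.67 higher. Of the 13 and 7 named members, 11 and 4 were past 1.5-fold in experiment 1, so the larger median there follows in part from which genes carry a name, and a difference between experiments was not tested. The adjusted p by camera was 0.00371 for the NF-kB list and 0.0398 for the unfolded protein response, and the adjusted p was 0.429 for both with an estimated correlation. Without experiment 1 these became 0.0894 and 0.203, and without experiment 2 the unfolded protein response came to 0.0536. With the lowest 40% of levels left out it came to 0.137.

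The few named genes of DNA replication and the cell cycle lay lower on average in TRIM40 cells, with no gene past the test. Of 32 proliferation genes 5 were named (MCM2, MCM3, MCM5 and MCM6, subunits of the replicative helicase, and the cell-cycle transcription factor E2F1), and 0 passed over all genes tested or adjusted over the list alone. The median was -0.21, -0.09 and -0.79 in experiments 1, 2 and 3, with MCM2 at -0.34 and MCM5 at -0.38 on average. All 5 carry a name through experiment 3 alone, which also enters the average, and 27 members were not seen. Neither a fall of the group nor a larger median in experiment 3 can therefore be read from them. E2F1 was 0.04 higher in experiment 1 and MCM6 0.07 higher in experiment 2, while 3 of the 5 were lower in all 3 experiments. Among random lists of named genes the median had percentile 0.97, 5.79 and 0.06. Camera gave an adjusted p of 0.0398 downward, an adjusted p of 0.427 without experiment 3 and an adjusted p of 0.472 with an estimated correlation. Of 36 replication-dependent histone genes 12 were named and 0 passed over all genes tested. Adjusted over the list alone 1, HIST1H2BI, was lower, the median was 0.21, 0.03 and -0.58, and camera gave an adjusted p of 0.269.

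**Figure D2:**
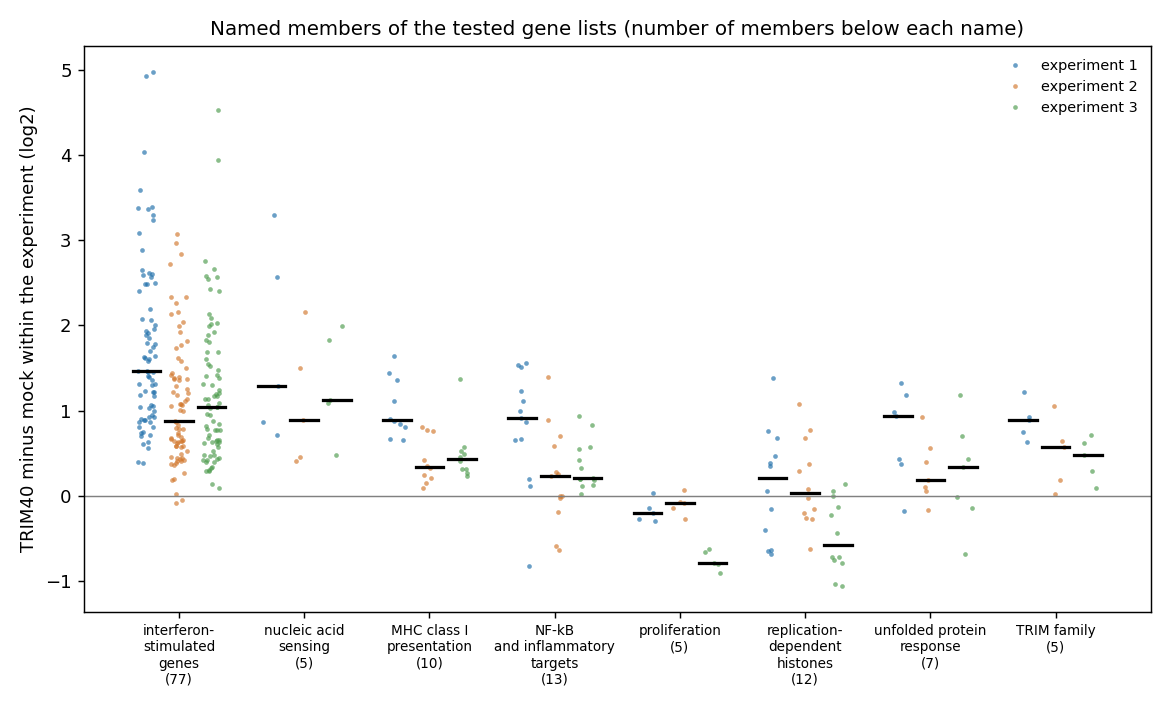
TRIM40 minus mock within each experiment (log2, vertical axis) for the named members of the 8 tested lists, with 1 point per gene, a colour per experiment and a bar at the median. The bar of the interferon-stimulated genes stands at 1.47, 0.87 and 1.05, and that of the proliferation genes at -0.21, -0.09 and -0.79.

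Lists with at least 5 named members, 8 in all, were tested. By camera with the preset correlation 6 passed upward and 1 downward, none of the 7 held with an estimated correlation, and fry, which asks whether a list moves on balance in 1 direction, called 0. Over all alternatives the adjusted p ran from 1.67e-128 to 0.285 for the interferon list, from 3.79e-12 to 0.285 for sensing, from 7.15e-05 to 0.429 for class I presentation, from 0.00199 to 0.429 for NF-kB targets, from 0.00621 to 0.429 for TRIM genes, from 0.0203 to 0.429 for the unfolded protein response and from 0.0173 to 0.472 for proliferation. Another way of splitting the 6 arrays that also parted every experiment's arrays gave 7 lists as well, so a count of lists from the preset correlation did not set the real split apart. The interferon list passed in each other such split too, at an adjusted p by camera of 6.28e-37, 3.17e-34 and 0.000263, against 5.71e-112 in the real split. Each of these splits turns a single experiment and keeps the measured difference in the rest, so they are not a reference for chance.

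The study's cytoskeletal and junction genes could hardly be followed, because most carried no name. None of the 41 actin filament, 27 adherens junction and desmosome or 25 tight junction genes was named at 1.5-fold in any experiment, among them CDH1, CTNNB1, VCL and ACTB. Of 22 tubulin and microtubule genes 4 were named and 0 passed, with the microtubule-binding TPPP at 0.37 and higher in all 3 experiments. An absent name does not show a difference under 1.5-fold, since 2136 probe sets past that size carried no gene symbol. Ribosomal protein genes and markers of virus-producer cells had no named member either, and markers of other cell types were at 0.57 (LUM), 0.11 (TYROBP) and -0.25 (MS4A1), with 0 past the test. The YAP target ANKRD1 (0.12), the Wnt targets PROX1 (0.38) and LGR5 (-0.06), the hypoxia gene NDRG1 (0.48) and the caspase-8 regulator CFLAR (-0.26) did not pass, nor did OR8B8 (0.23) and OR51E1 (0.21) beside OR2M7 on the olfactory receptor list.

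Interferon genes themselves did not pass. IFNL1, a type III interferon, was higher by 0.72, 0.41 and 0.41 in experiments 1, 2 and 3 (mean 0.52, SE 0.11, adjusted p = 0.703), and IFNL2 and IFNL3 were at 0.42 and 0.25 on average. No type I interferon gene or interferon receptor gene on the list of 20 was named at 1.5-fold. Near TRIM40 on chromosome 6, HLA-F alone of 18 listed neighbours was named, at 0.34.

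The fourth comparison, after the study's own selection of genes that moved in common, asked which genes differed at least 1.5-fold in the same direction in each experiment. There were 70 upward and 5 downward, among them 49 interferon-stimulated genes and TRIM40. A further 15 named genes were higher, including TAP1 (1.26), TLR3 (1.10), the death ligand TNFSF10 (0.96), the interleukin-1 receptor antagonist IL1RN (0.83) and the collagenase MMP13 (1.26). The annexin ANXA13 was higher by 0.70, 0.84 and 2.29 in experiments 1, 2 and 3, so that its mean rests largely on experiment 3. Of the 15 only OR2M7 passed the limma test, and 5 further probe sets had no gene symbol. Among the latter, 17028653 is described as the IFITM4 pseudogene, which is also among the 15 as IFITM4P. That gene therefore counts more than once among the 70. At 2-fold there were 37 upward and 0 downward. With the sign of experiment 1, 2 or 3 turned, which unrelated differences would satisfy as often, the counts were 10, 7 and 6 in place of 75.

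**Figure D3:**
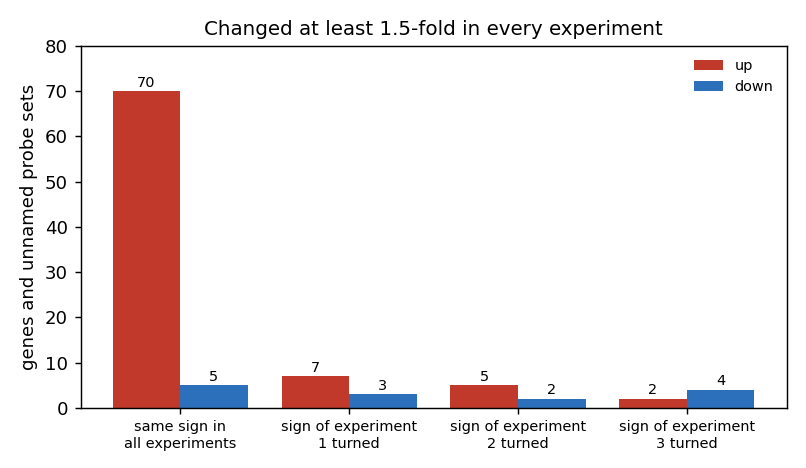
Number of genes and unnamed probe sets (vertical axis) that differed at least 1.5-fold in each experiment, upward in red and downward in blue, with the signs as measured and with the sign of a single experiment turned. The measured signs gave 70 and 5, and the turned signs gave totals of 10, 7 and 6.

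The fifth comparison asked how far the experiments resembled each other. The differences of interferon-stimulated genes recurred nearly throughout, and those of other named genes only a little more often than not. For a gene past 1.5-fold in any experiment, the direction in another experiment was the same in 377 of 380 comparisons for interferon-stimulated genes (99.2%) and in 2940 of 5442 for other named genes (54.0%). In these comparisons the other named genes leave out TRIM40 and the olfactory receptor genes. Across 43576 genes and probe sets, which are not independent replicates, Pearson's r between the differences was 0.125 for experiments 1 and 2, 0.145 for 1 and 3 and 0.101 for 2 and 3, and Spearman's rho was 0.0638, 0.0855 and 0.0529. Without the interferon-stimulated genes and TRIM40, r was 0.0663, 0.0845 and 0.0521. Of interferon-stimulated genes past 1.5-fold in 1 experiment only, the direction recurred in 25 of 26 comparisons with another experiment (96.2%, 95% interval 80.4 to 99.9), against 2310 of 4408 (52.4%, 50.9 to 53.9) for other named genes. The intervals treat comparisons as independent. Within single experiments 1120, 753 and 948 genes and probe sets were at least 1.5-fold higher and 1092, 772 and 706 lower. Of these, 43.9%, 51.5% and 42.9% had mean levels in the lowest 40%, which holds 40% of all by definition.

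**Figure D4:**
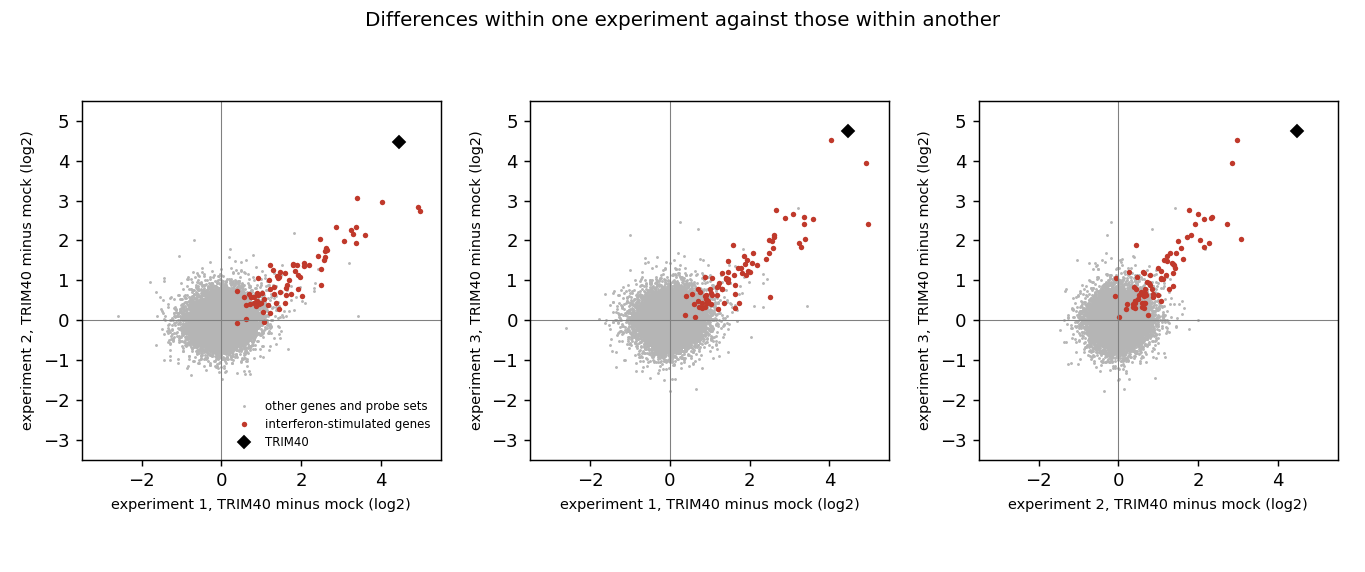
TRIM40 minus mock (log2) in an experiment against the same difference in another, for every gene and unnamed probe set, with interferon-stimulated genes in red and TRIM40 as a black diamond. The red points lie up and to the right in each panel, while r over all points is 0.125, 0.145 and 0.101.

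The deposited enrichment tables, 1 set per experiment, ranked interferon and virus terms high. The GO term type I interferon signaling pathway held 35, 28 and 27 listed genes (deposited adjusted p 1.96e-25, 7.6e-22 and 3.31e-17), and defense response to virus held 59, 41 and 42. The KEGG term for regulation of actin cytoskeleton held 4, 1 and 4 genes (deposited FDR 0.389, 1 and 1), tight junction 4, 4 and 1 (0.272, 0.543 and 1) and focal adhesion 3, 5 and 5 (0.935, 0.392 and 0.572). Olfactory transduction held 22, 26 and 24 genes (4.67e-10, 5.39e-11 and 3.54e-07), of which 10 were higher and 16 lower in experiment 2 and 12 higher and 12 lower in experiment 3.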

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

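Unmerged probe sets and the correlation without interferon-stimulated genes were chosen after seeing the data. Named genes alone were the plan as written, replaced as the main setting because names depend on the differences. Every other alternative was planned. The 12 genes past the limma test became 0 to 0 when an experiment was left out, with fewer arrays to estimate the spread from. Without the replicate block that pairs the arrays there were 11, of which 6 were among the 12. Quantile normalization gave 15 and the mean of a gene's probe sets 12. The count moved with median centring (31), with the lowest 40% of levels left out (30) and with a trended and robust prior (86). It also moved among workbook genes in all 3 (75), with the methods' test (276 unadjusted and 1 adjusted) and with treat (6). With no merging it was 35, of which 8 are TRIM40 probe sets, and over named genes 68. Fewer genes were tested in the filtered settings, but the number of tests alone cannot account for the count over named genes. There the TRIM40 difference was unchanged, while its adjusted p in limma went from 0.000249 to 2.55e-54. The limma prior was estimated anew from those genes, which were selected for size. Its part was not separated from that of the number of tests, and otherwise the cause was not tested. The TRIM40 difference stayed at 4.47 to 4.61 without an experiment but missed the threshold. The 7 lists became 4 to 6 without an experiment, and 0 with an estimated correlation and 0 with fry, where the correlation within lists enters the test, and 5 with the lowest 40% of levels left out, where the unfolded protein response no longer passed (adjusted p = 0.137). The 75 genes at 1.5-fold in each experiment became 37 at the 2-fold limit by construction, 73 after quantile normalization and 67 over named genes. The correlations between experiments (1 and 2, 1 and 3, 2 and 3) were 0.206, 0.218 and 0.173 without the lowest 40% of levels, 0.163, 0.185 and 0.144 unmerged, 0.340, 0.315 and 0.285 over named genes, which were selected for size, and 0.0663, 0.0845 and 0.0521 without interferon-stimulated genes. Directions reversed in uncalled genes, where 1 experiment carried the mean and the cause was not tested further. Lowest and highest values without an experiment were, with the reversal without experiment 1, -0.049 and 0.81 for IFNL2, -0.026 and 0.56 for HMGCS1, -0.069 and 0.55 for INSIG1 and -0.087 and 0.35 for RDX. With the reversal without experiment 2 they were -0.058 and 0.48 for OR8B8, -0.063 and 0.44 for TUBA3C and -0.13 and 0.37 for ANKRD1. With the reversal without experiment 3 they were -0.014 and 0.36 for TUBE1, -0.10 and 0.33 for GUCA2B, -0.28 and 0.67 for OR51E1, -0.30 and 0.35 for TYROBP, -0.23 and 0.21 for LGR5, and for the histone list an adjusted p of 0.061 and 0.577. With the lowest 40% of levels left out, the TRIM genes kept fewer than 5 named members and were not tested. Over the 72 named genes and their alternatives, 820 of 951 values kept direction and side of the threshold, 59 no longer passed, 60 newly passed and 12 reversed. Of the genes and probe sets past 1.5-fold in experiments 1, 2 and 3, 43.9%, 51.5% and 42.9% had mean levels in the lowest 40%. That class holds 40% of all by definition, so the share was near that of all in experiments 1 and 3 and higher in experiment 2. Differences at low signal still limit what can be read.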

Other observations

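Tests of the splits of the arrays by gene count, of the mock levels, of the TRIM40 level, of OR2M7 against low-level probe sets and of the genes named through experiment 2 or 3 were chosen after the result was seen. Outside the interferon list, 5 named genes of the gut epithelium were higher in TRIM40 cells in all 3 experiments and missed the limma test. The goblet and absorptive lists had 3 named members of 25 each, too few for a test of a list, and the 22 others of each were not seen. The goblet and secretory genes were the transmembrane mucin MUC13 (0.58, SE 0.10, adjusted p = 0.452), the lectin REG4 (0.54, SE 0.12, adjusted p = 0.739) and AGR3 (0.60, SE 0.14, adjusted p = 0.75), and all 3 were higher when adjusted over the list alone. Of the absorptive genes CEACAM5 was at 0.44 and DPP4 at 0.48, each higher in all 3 experiments, and GUCA2B at 0.18. Of 20 cholesterol synthesis genes 4 were named, all through experiment 1 alone (HMGCS1, INSIG1, MSMO1 and STARD4), with a median of 0.75, 0.31 and -0.39 in experiments 1, 2 and 3, so a larger median in experiment 1 cannot be read from them and a difference between experiments was not tested. The p53 targets GDF15 and CDKN1A were at 0.46 and 0.42 on average.

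A probe set for an antisense transcript at the OAS locus (16770471, chosen after its values were seen) was higher by 3.21, 1.42 and 2.82 in experiments 1, 2 and 3 (mean 2.48, SE 0.32, adjusted p = 0.171). It lies on the minus strand of chromosome 12 at 113345433 to 113455556 in the files' unnamed build, across OAS1, OAS3 and OAS2 on the plus strand, which were 2.14, 1.99 and 3.90 higher. The IFITM4 pseudogene IFITM4P was 1.48 higher, and as probe sets of this family can bind each other's transcripts, its value cannot be assigned to the pseudogene alone.

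The rise of interferon-stimulated genes was set against chance and against the scale of the arrays. Of the 4 splits of the 6 arrays that part every experiment's arrays, 1, the real one, gave as many as 12 genes, and the highest other gave 0. For lists, 2 of the 4 gave as many as 7, the highest other also 7, and 4 splits are too few for a share under 0.05. Each other split turns a single experiment and keeps the measured difference in the rest, so it still holds the difference between the lines. The turned experiment adds that difference to the spread, so few genes could pass there. These splits therefore cannot decide about chance, for genes or for lists. After quantile normalization over the 6 arrays the median mean difference of the list was 1.13, against 1.14 as deposited, which argues against differences of overall level and scale between arrays. A difference between the lines other than TRIM40, acquired before the experiments, may contribute and was not tested, because each experiment compares the same kinds of line.

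The interferon response was larger in experiment 1, by a median of 0.51 over the list against the mean of experiments 2 and 3 (also 0.51 over the 67 genes that carry a name through experiment 2 or 3), with 1 array per group in each experiment and no test of the difference. After quantile normalization the excess was 0.56 (quartiles 0.37 and 0.91). The arrays of experiment 1 had the smallest SD over probe sets, 2.00 and 2.02 against 2.03 to 2.07 for the other arrays. These SDs argue against a wider scale of these arrays. Because normalization to a common scale would widen such arrays, the excess after it is no separate test of that explanation. After the same normalization, mock levels of the list in experiment 1 differed from those in experiments 2 and 3 by a median of -0.10 (quartiles -0.35 and 0.28). TRIM40 levels differed by 0.59 (0.26 and 1.04). On this normalized scale lower mock levels could account for only a small part. As deposited, mock levels of many members were lower in experiment 1. Both arrays of experiment 1 also had lower medians than every other array, so deposited levels cannot be compared directly between experiments. The TRIM40 difference of experiment 1 was -0.15 from the mean of the others, within the SD of 0.16 over the 3 experiments, so with 3 experiments an effect of the amount of TRIM40 transcript cannot be told apart from chance variation. Biological differences between the experiments, such as cell density or passage, stay open and were not tested.

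Olfactory receptor genes were often past 1.5-fold, 59 in at least 1 experiment, but only OR2M7 in all 3 with the same direction. For the 51 past it in 1 experiment only, the direction recurred in 53 of 102 comparisons (52.0%, 95% interval 41.8 to 62.0), and over all but OR2M7 in 68 of 130 (52.3%), so chance differences at low level, with a median level of 2.82, may account for them. The smallest rise of OR2M7 was 1.78, and among 17431 genes and probe sets low in either group no difference with mixed signs was above 0.88 in every experiment and no fall above 0.86, which argues against chance at low level, while the interferon-stimulated gene IFI44L was higher by at least 2.40. Of the 4 listed probe sets within 500 kb, 0 others were past 1.5-fold in the same direction in all 3 experiments. A change of the surrounding region would not show in neighbours that are hardly expressed, so this count cannot decide about it. Binding by another transcript, such as one from the construct, was not tested because no probe sequences were used, and no biological explanation was tested.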
